A study of Arabidopsis thaliana with 9 samples.

How the data were processed

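Polyadenylated RNA was measured in 9 leaf samples of wild-type Arabidopsis thaliana of the Col-0 ecotype, the reference accession of the species. Per the labels, 3 samples were taken before wounding, 3 were taken 30 min after wounding and 3 were taken 60 min after wounding. Per the labels, plants grew in soil under short days with days warmer than nights, RNA was extracted with TRIzol, and libraries were made with the TruSeq RNA kit. Neither the hour of harvest nor unwounded leaves taken beside the wounded ones at 30 and 60 min appear in the labels, so time after wounding and time of day are not separated by these samples.

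The authors deposited 1 table of raw counts, whole numbers of reads per gene and library, with no normalization. The aligner, the counting tool, the genome build, the annotation, the read length and the use of strand were not stated in the labels or the table. Each column was matched to its sample by the library name in the labels, and 0 columns belonged to no sample. The table held 27206 genes, all nuclear, of which 5636 had no count in any library. Because it held 0 genes of the chloroplast or mitochondrial genomes, library totals are totals over nuclear genes. Total counts ranged from 14300929 in 30 min replicate 1 to 22970735 in before-wounding replicate 1, and the other 8 libraries each held at least 22072126 counts.

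Gene symbols, exon numbers, transcript lengths, GC content and neighbours came from the TAIR10.1 assembly and its RefSeq annotation, in which 26719 of the 27206 genes and 17611 of the 17622 tested genes were found. No coordinates are given, because the build behind the counts was not stated. The counting could have assigned reads of overlapping genes on opposite strands to either gene. Of the 46 named genes, 8 overlapped a gene on the opposite strand (AT1G22810, HSP101, AT3G22275, MBF1C, DREB1A, RRTF1, RVE1 and FAR1), and their values are uncertain in that respect. For 2 of them, AT1G22810 and RRTF1, under 90% of the stretches of 50 bases in the exons were found in no other gene (89.7% and 86.6%). The other 44 were above that limit.

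Genes were filtered with filterByExpr, which left 17622 genes holding 99.96% of all counts. Differences were tested with edgeR 4.0.16 in R 4.3.3 (TMM scaling factors, glmQLFit and glmQLFTest) in 1 fit to all 9 samples, with the group as the only term. The common biological coefficient of variation was 0.217. P-values were two-sided and adjusted with the Benjamini-Hochberg method over the tested genes, with a threshold of 0.05. The contrasts were 30 min against before wounding, 60 min against before wounding and 60 min against 30 min. An F test asked for any difference among the 3 times. CPM values were computed with the cpm function of edgeR relative to the TMM-scaled library total, and means are given with the SD over 3 libraries. A count of 3 or less was taken as the detection floor, which corresponds to 0.114 to 0.209 CPM depending on the library. Where all libraries of a group were at or under the floor, the fold change is given as a lower bound against the floor. Floors cover counting error only. The SE given with a log2 change is its absolute value divided by the square root of the F statistic of its test. It is not a standard error taken from the fit, and it is rough where a group is near the floor.

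Genes were sorted into kinetic classes by their calls in the 3 contrasts. A transient gene changed by 30 min and moved back, in part or in full, between 30 and 60 min. A sustained gene was called in the same direction at both times with no call between them. A continued gene moved further between 30 and 60 min, and a late gene was called at 60 min only. The 8 gene lists, the comparisons of groups, the set tests against before wounding, the rule for naming genes and all alternatives except 1 were chosen before the data were examined. The lists covered the jasmonate pathway, the CBF transcription factors, cold-regulated targets, heat shock, early wound and touch response, abscisic acid and water deficit, suberin and wound regeneration, and the circadian clock. All but the CBF list, which has 3 members, were tested as sets with camera from limma 3.58.1 on log2 CPM with a prior count of 2 and an inter-gene correlation of 0.01, adjusted over 14 tests (7 lists at 2 times). Set tests of 60 min against 30 min were not part of that plan and were adjusted as a separate family over the 7 lists.

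Named genes were chosen by a fixed rule. In each contrast these were the 4 genes with the largest rise and the 4 with the largest fall among those called, with at least 20 counts in every library of the higher group and no overlap of CPM between the groups. From each list the 3 members with the smallest F test p-value were added, along with CBF1, CBF2 and CBF3 regardless of their values. The rule ranks fitted log2 fold changes, which depend on the prior count where a group is at the floor. Genes named outside the rule are marked as chosen after their values were seen.

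The alternatives were the DESeq2 size factors in edgeR, library size without composition factors, DESeq2 1.42.0, limma-voom, no filter on low counts, a mean of at least 50 counts, fits to the 2 groups compared, the replicate number as a term, an offset for GC content and transcript length, that offset with the replicate number, an adjusted p-value under 0.01, and leaving out each library in turn. Set tests were also run with fry and with an estimated correlation, the latter only for the comparisons with before wounding. A fit with 1 surrogate variable from sva 3.50.0 was added after the data had been seen. The fit was tested on simulated counts drawn from the real means, library sizes and dispersions, with 200 genes changed by known amounts. Of 17434 genes fitted there, the test called 56% of the genes changed by a log2 of 1 and 96% of those changed by a log2 of 2. It called 16 unchanged genes, and it called 0 genes between 2 groups simulated alike. At most 200 of the calls on changed counts could be true. The 16 false calls were thus a larger share of the calls than the adjusted p threshold allows on average. The data gave far more calls (4930 at 30 min) than the 200 genes changed here. The simulated shares of recovered genes and of false calls therefore need not hold for the data. No library was left out. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.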

Results

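To follow the response of leaves to wounding, RNA was sequenced from wild-type Arabidopsis leaves taken before wounding, 30 min after wounding and 60 min after wounding, with 3 biological replicates at each time. The study's title joins evaporative cooling with wound healing, so genes of the cold response were examined beside those of the wound response. Total counts were 22470198 to 22970735 in the libraries from before wounding, 14300929 to 22603929 at 30 min and 22072126 to 22477982 at 60 min. Replicate 1 at 30 min, with 14300929 counts, was the shallowest library. The 10 most abundant genes of a library took 23.7% to 27.3% of its counts. Within each group the replicates differed by more than counting noise, with a chi-square of 7.16 to 42.9 per degree of freedom between pairs of libraries, and all were kept as separate samples.

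The first principal component of log2 CPM held 53.3% of the variance and separated the 3 libraries from before wounding from the 6 libraries taken after it. The second component held 13.4% and spread the libraries within the 30 min and 60 min groups, which overlapped on both axes. The third component held 11.7% and separated the 30 min from the 60 min libraries.

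**Figure D1:**
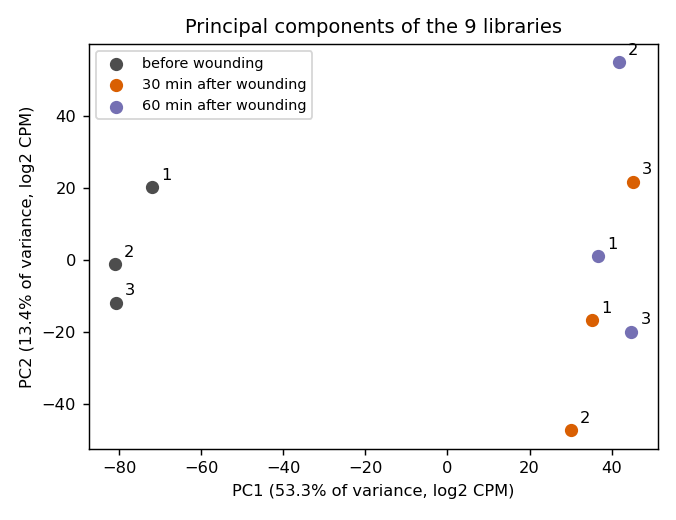
Principal components of log2 CPM for the 9 libraries, with PC1 (53.3% of the variance) on the horizontal axis and PC2 (13.4%) on the vertical axis. Each point is a library, coloured by group and numbered by replicate. The libraries from before wounding lie apart on PC1, while those from 30 and 60 min overlap.

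Expression at 30 min was compared with that before wounding to find the early response. Of 17622 genes tested, 4930 differed (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05), 2561 of them higher and 2369 lower. A change of at least 2-fold was seen in 1333 of the higher genes and 1056 of the lower genes. At 60 min, 5704 genes differed from before wounding, 3016 higher and 2688 lower, and 1472 and 1257 of these changed by at least 2-fold. Across the alternatives the count at 30 min ran from 2981 with a threshold of 0.01 to 6920 with 1 surrogate variable, which was added after the data had been seen. At 60 min these gave 3494 and 7686. The split between rises and falls depended on scaling. With library size alone, 61.3% of the called genes were higher at 30 min and 70.9% at 60 min, against 51.9% and 52.9% with TMM factors. That scaling put the median log2 change of all tested genes at 0.12 and 0.28, against 0.02 and 0.06.

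The changes at 30 and 60 min were correlated across genes, with a Pearson r of 0.868 and a Spearman rho of 0.841 over 17622 genes, which are not independent replicates. Both changes share the libraries from before wounding. In 100 simulations all 9 libraries were drawn from the mean levels before wounding, with no change between groups. The mean r was then 0.501 and the highest 0.528. Genes were drawn independently, so deviations shared between libraries were not simulated. The 2 changes had the same sign in 84.4% of genes, against a simulated mean of 66.7%. Both times shared 2043 genes called higher and 1888 called lower.

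**Figure D2:**
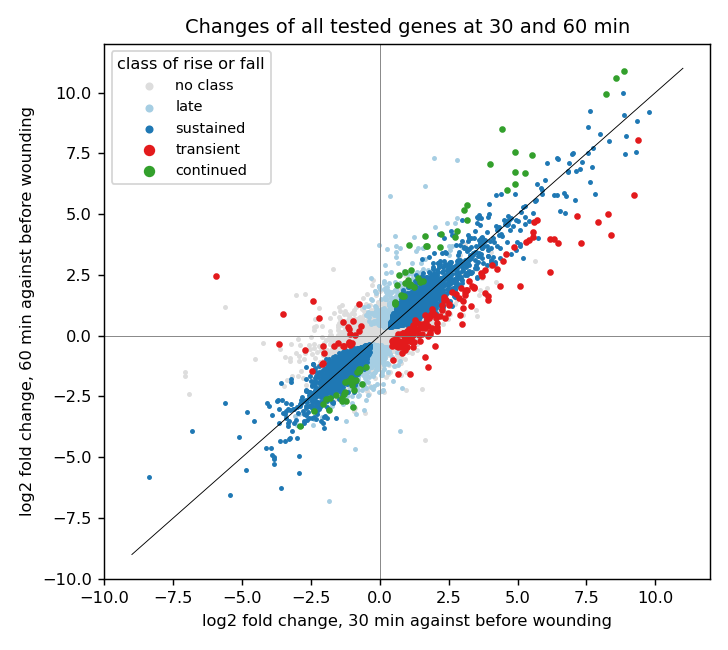
Log2 fold change at 30 min (horizontal axis) against that at 60 min (vertical axis), each relative to before wounding, for the 17622 tested genes. Each point is a gene coloured by its kinetic class, rises and falls together, and the diagonal marks equal change. Most points lie near the diagonal, with r 0.868, and transient genes lie on the side of smaller change at 60 min.

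A direct comparison of 60 min with 30 min addressed the change within the first hour. It gave 356 genes, 127 higher and 229 lower at 60 min, of which 86 and 146 changed by at least 2-fold. At an unadjusted p under 0.05 there were 2196 genes. With 1 surrogate variable the count was 1231, the largest shift for this comparison. It was 161 without 60 min replicate 1 and 162 without 30 min replicate 1. Of the 229 genes that fell in this interval, 159 had risen by 30 min. Library size alone gave a share of higher genes of 50.8%, against 35.7% with TMM factors. The F test over the 3 times called 5650 genes.

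Sorted by calls, 1937 genes showed a sustained rise and 1855 a sustained fall. In 970 genes a rise, and in 796 a fall, was called at 60 min and not at 30 min, and these classes are named late. A missing call at 30 min does not show a difference between the times: 55 of the 970 and 39 of the 796 were also called between 30 and 60 min. A rise was transient in 159 genes and continued in 41, and a fall was transient in 29 and continued in 28. A transient gene need not have returned to its level before wounding. Some transient rises, such as those of OPR3 and JAZ7 given below, were still called higher at 60 min. Single libraries moved several of these counts. Transient rises numbered 74 without 30 min replicate 1 and 69 without 60 min replicate 1, late rises 602 without 60 min replicate 2, and late falls 1438 without 30 min replicate 3. The 3 smallest classes ranged from 16 (without 30 min replicate 1) to 49 for continued rises, from 11 (without 30 min replicate 1) to 48 (without 60 min replicate 3) for transient falls, and from 10 (without 30 min replicate 2) to 32 for continued falls. Genes called at 30 min but not at 60 min, with no call between these times, belong to no class.

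Among the genes with the largest fitted rises by 30 min under the naming rule was the jasmonate catabolic gene CYP94B3 (AT3G48520). CYP94B3 went from 0.0585 ± 0.101 to 44.9 ± 5.73 CPM, a log2 change of 9.36 with an SE of 0.48 and an edgeR adjusted p of 2.12e-08. The jasmonate biosynthesis gene AOC3 (AT3G25780) was at the floor before wounding and reached 23.8 ± 1.17 CPM, at least 168-fold higher, with an adjusted p of 4.15e-09. AT1G22810, which had 0 counts before wounding, reached 4.97 ± 0.717 CPM and was at least 34.9-fold higher, with an adjusted p of 3.76e-05. The calmodulin-like gene CML37 (AT5G42380) also had 0 counts before wounding and was at least 25.4-fold higher, with an adjusted p of 1.41e-05. AT1G22810 overlaps a gene on the opposite strand. The bounds of AT1G22810 and CML37 lie under the measured rise of CYP94C1 (323-fold), so their place among the largest rests on the fitted values.

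The largest fitted falls by 30 min under the naming rule ended at or under the floor of 3 counts. TRY (AT5G53200) was at least 19.6-fold lower, LSU2 (AT5G24660) at least 17.7-fold, BBX31 (AT3G21890) at least 16.1-fold and AT3G22540 at least 11.9-fold, with edgeR adjusted p-values from 3.83e-05 to 0.00041. These genes had 1.89 to 3.12 CPM before wounding, so deeper falls were not detectable at this depth. The measured 29.3-fold fall of XTH31 by 30 min exceeds these bounds, so the order of falls rests on the fitted values.

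At 60 min the largest fitted rises were those of TNY (AT5G25810, at least 76.9-fold), RAP2.6 (AT1G43160, at least 238-fold), CYP82G1 (AT3G25180, at least 41.1-fold) and AT2G38240. The last went from 0.0815 ± 0.106 to 82.3 ± 28.7 CPM, a log2 change of 9.92 with an SE of 0.51 and an edgeR adjusted p of 3.51e-08. The bounds of TNY, RAP2.6 and CYP82G1 lie under the measured rise of CYP94C1 (259-fold), so they do not fix the order of these genes. The largest fitted falls were those of TRY (at least 24.9-fold), AT4G10150 (at least 20.7-fold), AT3G22540 (at least 15.1-fold) and the cell-wall gene XTH31 (AT3G44990). XTH31 fell from 43.5 ± 2.74 CPM to 1.42 ± 0.691 at 30 min and 0.928 ± 0.347 at 60 min, log2 changes of -4.87 (SE 0.31) and -5.53 (SE 0.32) with adjusted p-values of 1.96e-07 and 1.04e-07.

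Between 30 and 60 min the largest fitted rises were those of AT4G20970, PRN (AT3G59220), RNS1 (AT2G02990) and AT2G24560. PRN went from 0.422 ± 0.238 to 19.1 ± 5.82 CPM (log2 change 5.41, SE 0.36, edgeR adjusted p 1.64e-05), and RNS1 went from 0.464 ± 0.227 to 10.5 ± 0.183 CPM (log2 change 4.53, SE 0.48, adjusted p 0.000305). AT4G20970 had 0 counts at 30 min and was at least 12.4-fold higher at 60 min. The comparison of AT2G24560 60 min against 30 min gave a log2 change of 4.08 (SE 0.70, adjusted p 0.0108), a call lost without 30 min replicate 1 (adjusted p 0.0647) or 60 min replicate 1 (0.0726). The largest falls were those of ERF53 (AT2G20880, log2 change -4.66), DDF2 (AT1G63030, -4.27), AT3G22275 (-3.56) and DDF1 (AT1G12610, -3.51). DDF1 stood at 0.192 ± 0.290 CPM before wounding, 33.1 ± 5.0 at 30 min and 2.91 ± 1.41 at 60 min. The fall of DDF2 had an adjusted p of 0.0207, which was 0.0782 without 30 min replicate 1, 0.0511 without 30 min replicate 2 and 0.117 without 60 min replicate 1.

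Jasmonate is the hormone of the leaf wound response, and 25 genes of its synthesis, signalling and catabolism were tested as a list. At 30 min 24 of the 25 were higher (median log2 change 3.94) and at 60 min 23 were higher (median 2.70), with 0 lower at either time. Adjusted over the list alone, 24 were higher at each time. The camera adjusted p was 7.47e-32 at 30 min and 3.39e-24 at 60 min. The oxophytodienoate reductase gene OPR3 (AT2G06050) went from 4.11 ± 0.888 to 216 ± 36.1 and then 111 ± 10.8 CPM. Its log2 changes were 5.71 (SE 0.21, edgeR adjusted p 1.37e-09) at 30 min and 4.75 (SE 0.20, adjusted p 5.50e-09) at 60 min. JAZ7 (AT2G34600) reached 170 ± 10.2 CPM at 30 min from 0.696 ± 0.284 and was at 18.1 ± 6.49 at 60 min. CYP94C1 (AT2G27690) rose from 0.508 ± 0.117 to 165 ± 21.3 CPM and stayed at 133 ± 33.8.

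The list of early wound and touch response genes had 23 tested members of 24. At 30 min 15 were higher and 0 lower (median log2 change 1.87, camera adjusted p 1.46e-10), and the list-only count, adjusted over the list alone, was also 15. At 60 min 10 were higher and 3 lower (median 0.60, camera adjusted p 0.0090), or 11 and 3 adjusted over the list alone. The 60 min median was 0.33 without before-wounding replicate 2 and 1.09 without before-wounding replicate 1. RRTF1 (AT4G34410), which overlaps a gene on the opposite strand, was at the floor before wounding and reached 41.6 ± 8.67 CPM at 30 min, at least 292-fold higher (edgeR adjusted p 7.96e-09), then 3.76 ± 0.949 CPM at 60 min. WRKY18 (AT4G31800) went from 6.23 ± 1.67 to 185 ± 42.1 and 77.9 ± 7.40 CPM, and ERF-1 (AT4G17500) from 6.82 ± 1.00 to 73.8 ± 2.83 and 26.7 ± 9.35 CPM.

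CBF1, CBF2 and CBF3 encode transcription factors that bind cold-regulated promoters. CBF1 (AT4G25490) had at most 11 counts in any library, and CBF3 (DREB1A, AT4G25480), which overlaps a gene on the opposite strand, had at most 2. Both were below the filter and were not tested. CBF2 (AT4G25470) had 2.11 ± 1.88 CPM before wounding, 0.689 ± 0.054 at 30 min and 1.12 ± 1.09 at 60 min. Its log2 changes of -1.62 (SE 0.75) and -0.92 (SE 0.71) had edgeR adjusted p-values of 0.13 and 0.35. The mean before wounding rested on replicate 1, with 96 counts against 12 and 31 in replicates 2 and 3. Without that library the 60 min change was 0.07, with an adjusted p of 0.958. The mean at 60 min likewise rested on its replicate 1, with 55 counts against 9 and 15 in replicates 2 and 3. With another library left out the 60 min fall was deeper, as given further below. No rise of CBF2 was called at 30 or 60 min, and CBF1 and CBF3 stayed at low counts.

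The cold-regulated target list had 10 tested members of 11. At 30 min 8 were higher (median log2 change 3.24, or 3.16 with members at the floor set to their bound) and at 60 min 10 were higher (median 4.06, or 3.97). Adjusted over the list alone, 10 were higher at each time, and 0 were lower. The camera adjusted p was 2.77e-08 at 30 min and 5.59e-11 at 60 min. LTI78, also called RD29A (AT5G52310), went from 4.38 ± 2.05 to 107.1 ± 30.2 and 279 ± 56.3 CPM, with log2 changes of 4.60 (SE 0.33, edgeR adjusted p 5.86e-07) and 5.98 (SE 0.35, adjusted p 1.12e-07). KIN2 (AT5G15970) went from 10.3 ± 1.92 to 92.9 ± 28.5 and 277 ± 61.2 CPM, and COR47 (AT1G20440) from 41.1 ± 7.53 to 405 ± 96.6 and 660 ± 200 CPM. A rise of this list does not by itself show a response to cold, because no sample here separates cold from water loss or other effects of wounding.

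**Figure D3:**
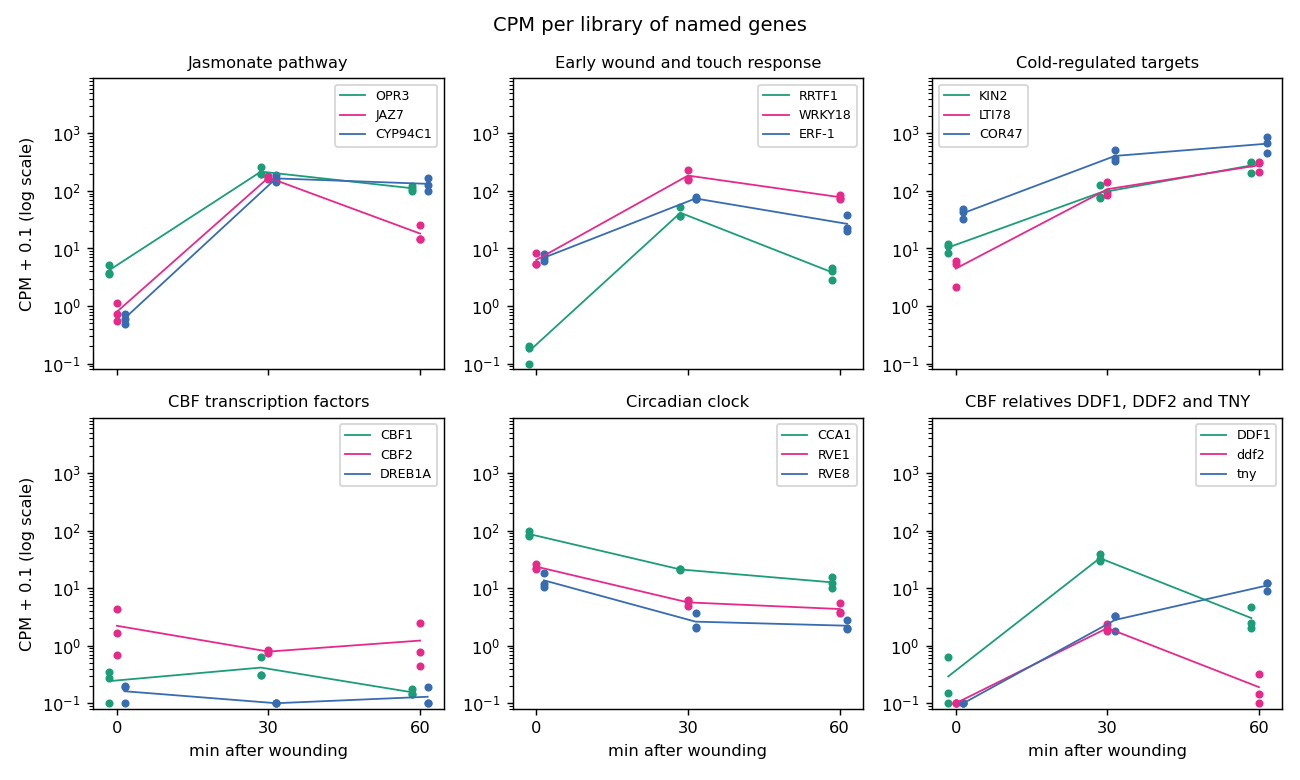
CPM plus 0.1 on a log scale against min after wounding for named genes in 6 panels. Points are single libraries, 3 per time, shifted sideways by gene, and lines join the means. Cold-regulated targets rose at both times, the CBF genes stayed at low counts, and the clock genes CCA1, RVE1 and RVE8 fell by 30 min.

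Under camera the other 4 lists did not pass the threshold. The heat shock list, with 6 tested members of 14, had a median log2 change of 0.42 at 30 min and 0.53 at 60 min (camera adjusted p 0.636 and 0.481). 1 member, MBF1C (AT3G24500), was called at 30 min (log2 change 0.64, SE 0.23, edgeR adjusted p 0.0496), and 0 were called at 60 min, where 1 had an unadjusted p under 0.05. Adjusted over the list alone, 0 were called at either time. The call of MBF1C was lost in 7 of the 9 fits that each left out 1 library, with an adjusted p of 0.205 without 30 min replicate 2. The list's 30 min median was 0.13 without that library. The other 2 members named by the rule, HSP101 (AT1G74310) and HSP90.1 (AT5G52640), had adjusted p-values of 0.429 and 0.739 at 30 min and 0.0707 and 0.155 at 60 min.

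The abscisic acid and water deficit list, with 11 tested members of 13, had 4 higher and 1 lower at 30 min (median 0.52, camera adjusted p 0.319) and 2 higher and 1 lower at 60 min (median 0.54, camera adjusted p 0.481). Adjusted over the list alone, the counts were the same. The medians moved with single libraries, to 0.24 without 30 min replicate 3 and 0.91 without 30 min replicate 1 at 30 min, and to 0.20 without 60 min replicate 3 at 60 min. RD26 (AT4G27410) rose by 30 min and returned, from 28.5 ± 1.5 to 82.5 ± 8.01 and 36.1 ± 6.45 CPM, and HAI1 (AT5G59220) rose by a log2 of 2.59 (SE 0.55, edgeR adjusted p 0.0031) at 30 min. HB-7 (AT2G46680) fell by 1.72 on the log2 scale (SE 0.32, adjusted p 0.00133). The suberin and wound regeneration list had 7 tested members of 18, of which 2 were higher at 30 min and 2 higher and 1 lower at 60 min. Its medians were 0.93 and 1.11, with camera adjusted p-values of 0.319 and 0.328, and the counts were the same adjusted over the list alone. FAR1 (AT5G22500), which overlaps a gene on the opposite strand, went from 3.33 ± 0.523 to 7.43 ± 3.13 and 10.4 ± 2.93 CPM. The call of FAR1 30 min against before wounding (edgeR adjusted p 0.0142) was lost without before-wounding replicate 3 (0.0642) or 30 min replicate 1 (0.0842). RAP2.6L (AT5G13330) was at least 4.03-fold higher at 30 min and at least 11.4-fold higher at 60 min. AT1G22190 fell by 1.03 on the log2 scale at 60 min (SE 0.22, edgeR adjusted p 0.00318).

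The circadian clock list moved in both directions. All 14 members were tested, with 4 higher and 5 lower at 30 min and 6 higher and 5 lower at 60 min, or 7 higher and 5 lower at each time adjusted over the list alone. The medians of 0.54 and 0.53 are over members that moved both ways, and the camera adjusted p was 0.951 and 0.97. CCA1 (AT2G46830) went from 87.2 ± 9.46 CPM to 20.99 ± 0.228 at 30 min and 12.5 ± 3.00 at 60 min. Its log2 changes were -2.06 (SE 0.17, edgeR adjusted p 2.04e-06) and -2.80 (SE 0.18, adjusted p 2.14e-07). RVE1 (AT5G17300), which overlaps a gene on the opposite strand, fell by 2.09 on the log2 scale by 30 min (SE 0.20, adjusted p 7.22e-06), and RVE8 (AT3G09600) fell by 2.46 (SE 0.31, adjusted p 6.55e-05). The labels of this series show no unwounded leaves at 30 or 60 min against which to set these falls.

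**Figure D4:**
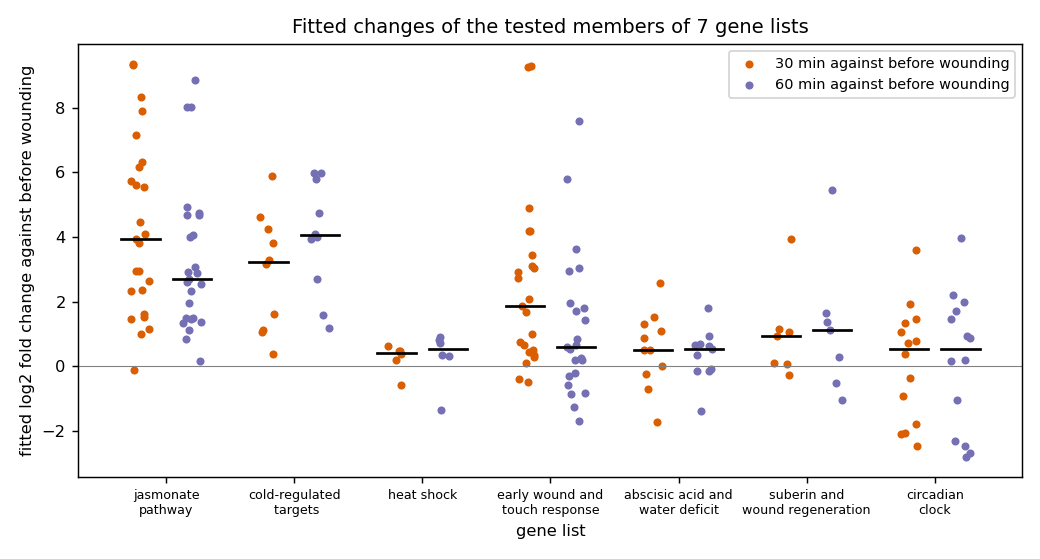
Fitted log2 fold change against before wounding (vertical axis) of the tested members of 7 gene lists (horizontal axis), at 30 min and 60 min. Each point is a gene, and black bars are list medians. The jasmonate medians are 3.94 and 2.70, the cold-regulated medians 3.24 and 4.06, and points of genes at the floor before wounding depend on the prior count.

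Camera uses a preset correlation between genes. With an estimated correlation, the calls of the jasmonate list held at both times (adjusted p 0.00372 and 0.00413), while those of the cold-regulated list (0.170 and 0.124) and of the early wound list (0.189 and 0.624) did not. Under fry these 3 lists passed at both times, and so did suberin at both times (0.00389 and 0.00123) and heat shock at 60 min (0.0448). In the 60 min against 30 min comparison the jasmonate list was lower (median log2 change -0.94, camera adjusted p 8.85e-19), the early wound list was lower (median -1.28, 5.20e-21) and the cold-regulated list was higher (median 1.09, 3.52e-09). Under fry the corresponding adjusted p-values were 0.000314, 0.0148 and 0.0299. The estimated correlation was not applied to 60 min against 30 min. The other 4 lists had camera adjusted p-values of 0.566 to 0.69 in this comparison.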

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

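The tests on named genes, on calls close to the threshold, on list medians under another scaling and on the axis of deviation were chosen after the results were seen. All results here concern the change from 30 to 60 min, and each was picked out because the effect of wounding differed between the 2 times in a test of the difference itself. Groups of 3 libraries are too small for the test of single outlying libraries, which was not applied.

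The number of genes that differed between 30 and 60 min was 356. Of the 10 splits of these 6 libraries, 1 gave as many genes, the real one, and each of the others gave 0. With 10 splits the share cannot go under 0.1, so this design leaves the comparison open in that respect. The count fell to 161 without 60 min replicate 1 and to 162 without 30 min replicate 1, and 158 and 155 of the 356 genes were shared with these fits in the same direction.

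Among gene lists, the jasmonate pathway was lower at 60 than at 30 min (median log2 change -0.94), early wound and touch response was lower (-1.28) and the cold-regulated targets were higher (1.09). Depth of the shallowest library was argued against as the whole cause, because without 30 min replicate 1 the largest camera adjusted p of the 3 lists was 4.37e-07. Scaling was argued against as the whole cause by the medians themselves, of which the one nearest to 0 under library size alone was -0.84 (jasmonate), while that scaling put the median of all genes at 0.13. Libraries of all groups deviate along a shared axis, described among the other observations. In the 4 fits that each left out a 30 or 60 min library at an end of that axis, the list median nearest to 0 was -0.86, and the ranges were -1.05 to -0.86 for jasmonate, -1.45 to -1.08 for early wound and 0.98 to 1.39 for cold-regulated targets. All 3 lists kept their sign in these fits, so no single one of these libraries carried the medians. The lists were picked by their difference in this comparison, which made that outcome likely. Leaving out 1 library also does not remove the axis, so the axis is not decided for the lists. Camera uses a preset correlation, and under fry the adjusted p-values were 0.000314, 0.0148 and 0.0299. The estimated correlation, under which the cold-regulated and early wound calls against before wounding were lost, was not applied to this comparison. A response that moves from jasmonate and early wound genes toward cold-regulated genes within the hour is a hypothesis that stays open, as does a change with the hour of day, since the labels show no unwounded leaves at 30 or 60 min.

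Of the 44 named genes tested, 21 differed between 30 and 60 min. The log2 change was -3.51 for DDF1, -4.27 for DDF2, -4.66 for ERF53, -3.24 for JAZ7, -3.56 for AT3G22275, -3.46 for RRTF1, -1.47 for ERF-1, -1.24 for WRKY18, -1.19 for RD26, -1.32 for CYP94B3, -0.96 for OPR3 and -0.75 for CCA1. It was 5.41 for PRN, 4.53 for RNS1, 4.08 for AT2G24560, 2.03 for RAP2.6, 2.03 for TNY, 1.72 for AT2G38240, 1.58 for KIN2 and 1.38 for LTI78. For AT4G20970, which had 0 counts at 30 min, the fitted value was 8.42 and depends on the prior count, and the bound is at least 12.4-fold higher.

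Without 30 min replicate 1, 16 of the 21 genes kept their sign and an adjusted p under 0.05. The 5 that did not were DDF2 (0.0782), AT2G24560 (0.0647), CCA1 (0.129), CYP94B3 (0.0565) and LTI78 (0.123). Under library size alone 17 of 21 kept both, and DDF2, OPR3, CCA1 and CYP94B3 did not. With the offset for GC content and length 21 of 21 did. In the 4 fits without a 30 or 60 min library at an end of the shared axis, 21 of 21 kept their sign. All kept over 50% of their log2 change, whether or not they kept their call, so no single one of these libraries carried the changes. The genes were chosen by their call in this comparison, which made that outcome likely, so the axis is not decided for them. The numbers of genes that kept their call argue against depth, scaling and sequence composition as the whole cause for the set of genes. For DDF2, AT2G24560, CCA1, CYP94B3, LTI78 and OPR3 single libraries decide the call, and OPR3 lost its call without 60 min replicate 1. AT3G22275 and RRTF1 overlap a gene on the opposite strand, so reads of that gene stay open there.

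A set of 4 genes was higher at 30 min and lower at 60 min than before wounding, and 3 genes were lower at 30 min and higher at 60 min. They fall outside the rule for naming genes, apart from AT4G20970, and were chosen after their values were seen. The first set is CRK10 (log2 changes 0.67 and -1.58), AT5G19240 (1.08 and -1.58), RBOHD (0.49 and -1.02) and CNGC1 (0.45 and -0.43). The second is AT3G04300 (-2.42 and 1.42), AT3G54400 (-0.75 and 1.30) and AT4G20970 (at least 2.22-fold lower, then 2.47).

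Of these 7 genes, 5 kept both calls under library size alone and 4 kept them without 30 min replicate 1. Scaling and the shallowest library are argued against for those 5 and 4 genes alone. In the 6 fits without a library at an end of the shared axis, 7 of 7 kept the sign of both changes. The genes were chosen by their calls at both times, which made that outcome likely, so the axis stays open for them. The calls were not tested in this way. Calls close to the threshold stay open as a candidate explanation for the rest, because only 3 of the 7 had an adjusted p under 0.01 at both times (AT3G54400, AT4G20970 and AT5G19240). A change of direction within the hour remains a hypothesis for these genes.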

How the results depend on the processing

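The fit with 1 surrogate variable was chosen after seeing the data. The counts of genes changed at 30 min and at 60 min against before wounding stayed within 1.5 times their values in all alternatives except the threshold of 0.01 and, for genes lower at 60 min, library size alone. No gene called in a contrast was called in the opposite direction under any alternative. Leaving the organelle genomes out gave no value, because the table held 0 of their genes.

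With an adjusted p under 0.01, 2981 genes changed at 30 min (1597 higher, 1384 lower), 3494 at 60 min (1819 higher, 1675 lower), 143 between 30 and 60 min (56 higher, 87 lower) and 3466 over the 3 times. Rises were then transient in 62 genes, sustained in 1181, continued in 16 and late in 591, and falls were transient in 11, sustained in 1119 and continued in 7. These are lower by construction.

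The comparison of 60 min with 30 min and the classes built on it moved most. The surrogate variable gave 1231 genes (528 higher, 703 lower), among them all 356, with 375 transient rises, 143 continued rises, 158 transient falls and 143 continued falls. DESeq2 gave 702 genes (250 higher, 452 lower), among them all 356, with 266 transient rises, 64 continued rises, 77 transient falls and 63 continued falls. A fit to only the 2 groups gave 152 lower genes, with fewer libraries to estimate the spread.

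With the replicate number as a term (replicate block), 223 genes differed between 30 and 60 min (79 higher, 144 lower), with 26 continued rises, 18 transient falls and 9 continued falls. Transient rises then numbered 1.0e+02, given to 2 significant digits. Same-numbered libraries had a median correlation of deviations of -0.03, and 2 of 9 pairs were over 0.1, so the numbers did not pair the libraries.

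Library size alone gave 1723 genes lower at 60 min than before wounding and 125 lower at 60 than at 30 min. It gave 94 transient rises, 1716 late rises, 14 continued falls and 404 late falls. It moved the median log2 change of all genes to 0.12, 0.28 and 0.13 in the 3 contrasts, so falls are counted against a shifted centre.

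The correlation across genes was 0.841 as Spearman rho and 0.904 for genes with a mean of at least 50 counts, and the cause of the second was not tested. Across the 9 fits that each left out 1 library it ranged from 0.814 to 0.873.

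With an estimated correlation, camera no longer called the cold-regulated list at 30 min (median 3.24, adjusted p 0.170) and 60 min (4.06, 0.124) or the early wound list (1.87, 0.189 and 0.60, 0.624). That setting widens the null for lists whose members move together. Under fry, which tests a list without reference to other genes, suberin passed at 30 min (0.93, 0.00389) and 60 min (1.11, 0.00123) and heat shock at 60 min (0.53, 0.0448). The jasmonate list passed in every setting run. The camera direction of the clock list at 60 min changed with the DESeq2 size factors (median 0.50, adjusted p 0.982), the replicate block (0.62, 0.974) and the surrogate variable (0.45, 0.976), and it was far from the threshold in each.

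Leaving out 1 library at a time, the genes that differed between 30 and 60 min ranged from 161 (without 60 min replicate 1) to 480 (without 60 min replicate 3), with 52 to 151 higher and 100 to 329 lower. Without 30 min replicate 1 there were 162. Transient rises ranged from 69 to 226, continued rises from 16 to 49, late rises from 602 (without 60 min replicate 2) to 1285 (without 30 min replicate 3), transient falls from 11 to 48, continued falls from 10 to 32 and late falls from 551 (without 60 min replicate 2) to 1438 (without 30 min replicate 3). The cause was not tested, beyond the smaller number of libraries. The clock list median ranged from 0.39 to 0.69 at 30 min and from 0.43 to 0.70 at 60 min, with changes of camera direction.

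Among named genes, 5 changes reversed sign with 1 library left out, none past the threshold. RVE8 60 min against 30 min ranged from -0.42 to 0.12, PRN 30 min against before wounding from -0.26 to 0.59, and HSP90.1 30 min against before wounding from -0.0647 (without before-wounding replicate 2) to 0.39. CBF2 60 min against before wounding ranged from -2.08 to 0.0697 (without before-wounding replicate 1), and CBF2 60 min against 30 min from -0.46 to 1.13. The low counts of CBF2 limit what can be said of it. Of the other values of named genes, 38 were weaker and 6 stronger with 1 library left out, against 1139 that were the same. Under the other alternatives 29 were weaker and 16 stronger, against 1485 that were the same.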

Other observations

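Tests on the axis of deviation, the fits without libraries at its ends, the clock index and the pace of falls were chosen after the results were seen.

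For the 30 min and the 60 min comparison with before wounding, 1 of the 10 splits of the 6 libraries gave as many genes in each case, the real one, and the others gave 0. The share cannot go under 0.1 with 10 splits. For the F test, 3 of 100 drawn splits of the 280 gave at least 5650 genes. Of the drawn splits, 5 kept the libraries from before wounding together and gave 4486 to 6205 genes, and the others gave at most 14. The F test count thus rests on the difference between before and after wounding.

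Libraries of all groups deviated from their group means along a shared axis. At one end lay before-wounding replicate 1, 30 min replicate 3 and 60 min replicate 2, with a mean r of 0.273 (0.220 to 0.342) across genes, which are not independent replicates. At the other end lay before-wounding replicate 3, 30 min replicate 2 and 60 min replicate 3, with a mean r of 0.234 (0.156 to 0.301). The 6 pairs across groups between the ends had r from -0.365 to -0.130. Centring within groups ties the ends together, so the data do not say at which end the unusual libraries lie. GC content and length were argued against, because the lower of the mean r at the ends was 0.220 after the offset for both. At either end 1 of the 3 libraries had the most genes with counts of its group at equal depth, so neither end stood out. That tally has no spread, and the numbers lay close together within groups (18865 to 18988 before wounding). It therefore does not decide on genomic DNA. The difference between the ends followed exon number, with a Spearman rho of 0.526 and a weakest rho of 0.383 inside classes of similar transcript length. Its median was -0.38 for 2595 genes with 1 exon and 0.30 for 3581 genes with at least 10. A candidate explanation is thus a property of genes with many introns, technical or biological. No intron counts were used here to tell these apart, and no biological explanation was tested.

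Genes that rose by 30 min had few exons in the fit to all libraries, with a mean of 5.86 against 6.20 for tested genes. The mean differed by -0.62 (-0.93 to -0.33) from 1000 lists matched on expression and by -0.74 (-1.04 to -0.49) from lists matched on expression and length. Ranges in brackets run from the lowest to the highest value over the 1000 lists, with the risen genes held fixed. They are not confidence intervals. The difference depended on single libraries at the ends of the shared axis. It was 0.20 (-0.14 to 0.50) without 30 min replicate 2 and -0.23 (-0.56 to 0.08) without before-wounding replicate 1, but -1.13 without 30 min replicate 3 and -1.08 without before-wounding replicate 3. With the surrogate variable it was -0.37 (-0.71 to -0.05), but that variable was estimated with the groups held fixed, and it moved the 30 min log2 changes by a median of only 0.0264, against 0.0727 to 0.113 in these 4 fits. The axis, which follows exon number, stays open, as do expression level and transcript length, since the difference itself did not hold in each of these fits. Genes that fell had a mean of 5.19 and differed by -1.15 from matched lists, and in the same 4 fits the difference lay between -1.68 and -0.91. No biological explanation was tested.

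Read-through of strongly risen genes into the next gene on the same strand was examined in 128 downstream and 95 upstream neighbours of 478 genes. Their median log2 changes were 0.17 and 0.24, a difference of -0.0687 (95% bootstrap interval -0.28 to 0.27, one-sided permutation p 0.637). The interval spans 0, so read-through and its absence cannot be told apart.

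An index of 6 evening minus 5 morning clock genes went from -1.84 (SD 0.49) before wounding to 0.69 (SD 0.67) at 30 min and 1.48 (SD 0.10) at 60 min. The first step of 2.53 exceeded the second by 1.74 (SE 0.68). Without 30 min replicate 3 the excess was 1.03, under 2 SE, so an even passage of the clock cannot be told apart from a step by 30 min. Harvest of the unwounded leaves at another hour stays open for the first step of 2.53 too, since the labels show no unwounded leaves at 30 or 60 min. An effect of wounding on clock genes is possible and was not separable from either.

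Of 293 genes at least 4-fold lower at 60 min, the median had reached 79.0% of its log2 fall at 30 min. That set includes genes already at the floor of counts at 30 min, whose share is set by the floor and the prior count. In the 127 of these genes with at least 20 counts in each 30 and 60 min library, the median was 81.0% (76.5% to 83.5% with 1 library left out), and with at least 10 or 50 counts it was 81.4% or 77.8%. Decay at a constant rate after synthesis stopped at wounding gives 50%, so such decay from the measured levels before wounding is argued against as the whole cause for the set. The step by 30 min was not specific to falls. Of 500 genes at least 4-fold higher at 60 min, the median had reached 93.7% of its log2 rise at 30 min, and in the 171 with at least 20 counts in each library from before wounding it was 95.95%. Harvest of the unwounded leaves at another hour and a fast response to wounding cannot be told apart here, since the labels show no such leaves at 30 or 60 min. Synthesis that resumed, or decay that was faster at first, stay open and were not tested.

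Cold-regulated targets rose while CBF1, CBF2 and CBF3 stayed at low counts. Loss of reads shared between the CBF copies was argued against, because at least 96.05% of the 50-base stretches of each were found in no other gene. A CBF peak before 30 min, another factor acting on these targets, and a clock or hour effect stay open and were not tested. DDF1 and DDF2 rose by 30 min, and whether they act on the cold-regulated targets was not tested.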
